A study of Bos taurus with 4 samples. Its data were reported in "A mRNA landscape of bovine embryos after standard and MAPK-inhibited culture conditions: a comparative analysis" (2015).

How the data were processed

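Bovine ICM samples were hybridised to bovine whole genome oligonucleotide arrays with the blastocyst pool as the common reference, in 2 groups of 2 arrays (control and MAPK-inhibited ICM). The study describes the replicates as biological; the labels do not say that they came from separate cultures, so p-values may measure only the spread between these samples. Per the file headers, the scanner files give for each spot and channel the mean and median intensity of its pixels, their SD, and the same for the local background. Signal and background stand in separate columns, and negative control spots keep signals near the background, so the signals were taken as neither subtracted nor normalized. According to the study's methods, doubly amplified cRNA was labelled with Cy5 and Cy3, and spots were quantified with Imagene. The authors also deposited a table of log2 ratios, made by loess normalization of mean spot intensities and a correction of dye bias specific to each gene. Its scale and direction were taken from the scanner values. The regression of log2 Cy5 over Cy3 on each column had slopes of -1.04 and -1.04 for the arrays with the sample in Cy3 and 1.05 and 1.03 for the others, so that the columns were log2 ratios of ICM sample over pool. The column medians were 0.00, 0.02, 0.01 and 0.01 for control a, MAPK-inhibited a, control b and MAPK-inhibited b. How they were centred stays unknown.

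Analyses used R 4.3.3 and limma 3.58.1. Mean spot intensities were corrected with the mean of the local background by normexp with an offset of 50, turned to log2 ratios, and normalized by loess within each array. The 1567 control spots had weight 0 in loess and were not tested. Ratios were turned so that positive values mean more transcript in the ICM sample. The local background mean of a spot reached 28589, and after normexp the negative control spots of control replicate a had a median of 415 in the sample channel, against 94.9 with the background median. The log2 differences are on this scale, on which those of many dim genes are smaller than without background correction. The wording of the plan made before the data were examined names mean spot intensities for foreground and background, and it was followed in using the background mean. Values with the background median had been computed first, and that setting was kept as an alternative chosen after the data had been seen.

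A linear model with group and dye terms was fitted to each probe with lmFit and eBayes, with 1 residual degree of freedom and a prior of 1.24. The test was two-sided and adjusted by the Benjamini-Hochberg method over all probes, with a threshold of 0.05 and a second count at 2-fold or more. Replicate letter and dye orientation go together in the labels, so the dye term is also the replicate block. Deviations of arrays of the same letter from their group means correlated with r = 0.512 across probes. A gene was represented by its probe with the highest mean log2 intensity, whereas the study took the most 3′ probe, which is not known here. Probe names came from the platform annotation, with 1 symbol for 27952 probes, several for 0 and none for 15701. Symbols of 2002 probes were updated through the RefSeq gene table of assembly ARS-UCD2.0, and no coordinates are given, since no genome build was matched. A probe was above background where its sample channel exceeded the 95th percentile of 757 negative control spots.

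Lists were tested with camera (preset correlation 0.01) on 1 probe per gene, adjusted over 18 lists. Camera with an estimated correlation and fry were run beside it, and 0 lists passed with either. With an estimated correlation camera takes its degrees of freedom from the fit, here 1, so it could hardly call any list. For hypoblast and sterol synthesis genes the estimated correlations (-0.016 and -0.049) lay under the preset value. By these estimates, correlation between genes does not account for their higher p in that test. For ERK feedback regulators and cell cycle genes the estimates (0.030 and 0.098) lay above the preset value, so there correlation may add to the higher p. Each estimate rests on 1 residual degree of freedom. With fry, the lowest adjusted p of any list was 0.209. Lists were ERK feedback regulators, ERK-induced transcription factors, FGF and receptor tyrosine kinase components, pluripotency and epiblast, hypoblast, trophectoderm, interferon-stimulated genes, extracellular matrix and mesenchymal, sterol synthesis, cell cycle, apoptosis, cell stress, glycolysis and hypoxia, cumulus and granulosa cells, oocyte, reference genes, and the study's genes higher in ICM or in TE. The list of type I interferon genes had 4 measured genes and was not tested, since 5 were required. Tests, lists and the genes to be named were fixed before the data were examined. Named genes were to be (1) the 10 with the largest change in each direction among genes past the threshold, above background in both arrays of a group and of the same sign in both dye orientations, or, where fewer than 5 passed, the 10 with the smallest unadjusted p under the same conditions, (2) genes of the MAPK pathway and of the study, and (3) up to 4 members of each list with the smallest unadjusted p. *POU5F1*, *PDGFRA*, *OTX2*, *ETV5*, *CDX2*, *IFNT*, *IFNW1*, *FN1* and *SDHA* had no probe of that name and were not analysed here.

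The tests were checked on simulated data with the spread and dye effects of these arrays, in which 200 of 43653 probes were changed. With the spread between probes as fitted, limma recovered 0 of 67 probes changed 1.5-fold, 0 of 67 changed 2-fold and 0 of 66 changed 4-fold. Without the dye term it recovered 0 of 67, 22 of 67 and 50 of 66, with 3 unchanged probes called. With equal spread it recovered all 66 changed 4-fold and all 67 changed 2-fold. The F test recovered 0 of 67 changed 1.5-fold, 36 of 67 changed 2-fold and 66 of 66 changed 4-fold, and also called 200 unchanged probes where spread differed between probes. Camera called 50 of 50 lists of 20 genes shifted by 0.2, and 1 of 50 unshifted lists, in 12000 simulated genes without correlation between them.

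Alternatives planned were no background correction, background subtraction, median centring, Aquantile scaling, a filter on dim probes, no dye term, an intensity trend with and without robust eBayes, the F test with 100 shuffles, the authors' table, leaving out each array, and the mean of all probes of a gene. Slide could not be used as a block because the sources used here give no slide. Added after the data had been seen were the background median, uniform spots alone (pixel SD at most 0.5 of the mean in both channels of all arrays), uniform spots with no background correction, and the authors' table with the F test.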

Results

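Gene expression was measured in the inner cell mass (ICM), the cells of the blastocyst from which the embryo proper develops, of bovine embryos produced in vitro. Embryos had been cultured with PD0325901, an inhibitor of the MAPK pathway kinase MEK, or with the solvent DMSO, and ICMs were dissected by hand from blastocysts collected on day 9. The data comprised 4 arrays, 2 of control ICM and 2 of MAPK-inhibited ICM, each hybridised against the same pool of whole blastocysts. Replicate a of each group carried the sample in Cy3 and replicate b in Cy5. Of 43653 probes, 27952 had a gene name, and these represented 12545 genes. The median signal of the ICM sample was 167 and 175 on the control arrays and 110 and 133 on the MAPK-inhibited arrays, against 24.3 to 26.9 for negative control spots. Probes above background in the ICM sample made up 99.5% and 99.8% on the control arrays and 83.7% and 97.5% on the MAPK-inhibited arrays. The cut-off, taken from each array's own negative control spots, was 27.7 and 27.1 on the control arrays and 48.0 and 32.9 on the MAPK-inhibited arrays. The shares therefore do not reflect the sample signal alone. The small number of arrays limited the precision of every comparison.

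The ratios against the blastocyst pool showed where ICM genes lay relative to the whole embryo. Control ICM contained more transcript than the pool for *NANOG*, a transcription factor of pluripotent cells, with a log2 ratio of 1.34 ± 0.090 (SD, n = 2), and for *SOX2*, another such factor, with 0.93 ± 0.11 (SD, n = 2). *ID1*, a target of BMP signalling, had a log2 ratio of 0.87 ± 0.079 (SD, n = 2), and *PRDM14* one of 0.39 ± 0.045 (SD, n = 2). *GATA6*, a transcription factor of the hypoblast, had a log2 ratio of -0.15 ± 0.019 (SD, n = 2) in control ICM. The study's staining found GATA6 in all cells of its dissected trophectoderm too, so it does not mark the hypoblast alone here. Of the measured genes that the study had listed as higher in ICM than in trophectoderm (TE) on other arrays, 248 (91.5%) lay above the pool in control ICM and 211 (77.9%) in MAPK-inhibited ICM. Their median log2 ratio was 0.33 ± 0.036 (SD, n = 2) in control ICM. Of 67 genes listed as higher in TE, 10 lay above the pool in control ICM and 14 in MAPK-inhibited ICM. Among the lists of known markers, 19 of 25 pluripotency and epiblast genes, 24 of 38 hypoblast genes and 8 of 32 TE genes lay above the pool in control ICM. These ratios were described without a test, since the pool is not a group of samples.

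MAPK-inhibited ICM was compared with control ICM to find genes whose expression depended on MAPK activity during blastocyst formation. No gene passed the adjusted threshold, and the genes named here are those with the smallest unadjusted p in each direction. *NANOG* had a log2 difference of 1.28 (SE 0.030, limma unadjusted p = 0.000261), with a log2 ratio to the pool of 2.62 ± 0.13 (SD, n = 2) after MAPK inhibition. *S100B*, which encodes a calcium-binding protein, had a log2 difference of 1.49 (SE 0.045) and *PRSS12*, a serine protease gene, one of 1.03 (SE 0.035). On the other side, *SERPINA5*, a serine protease inhibitor gene, had a log2 difference of -1.61 (SE 0.065) and *VIM*, which encodes the intermediate filament protein vimentin, one of -1.17 (SE 0.042). In each of the 20 genes plotted per array, the difference had the same sign in both dye orientations, which was a condition of their choice. Choice by the smallest p, with 1 residual degree of freedom, also favours genes with small SEs. These SEs can therefore understate the error.

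**Figure D1:**
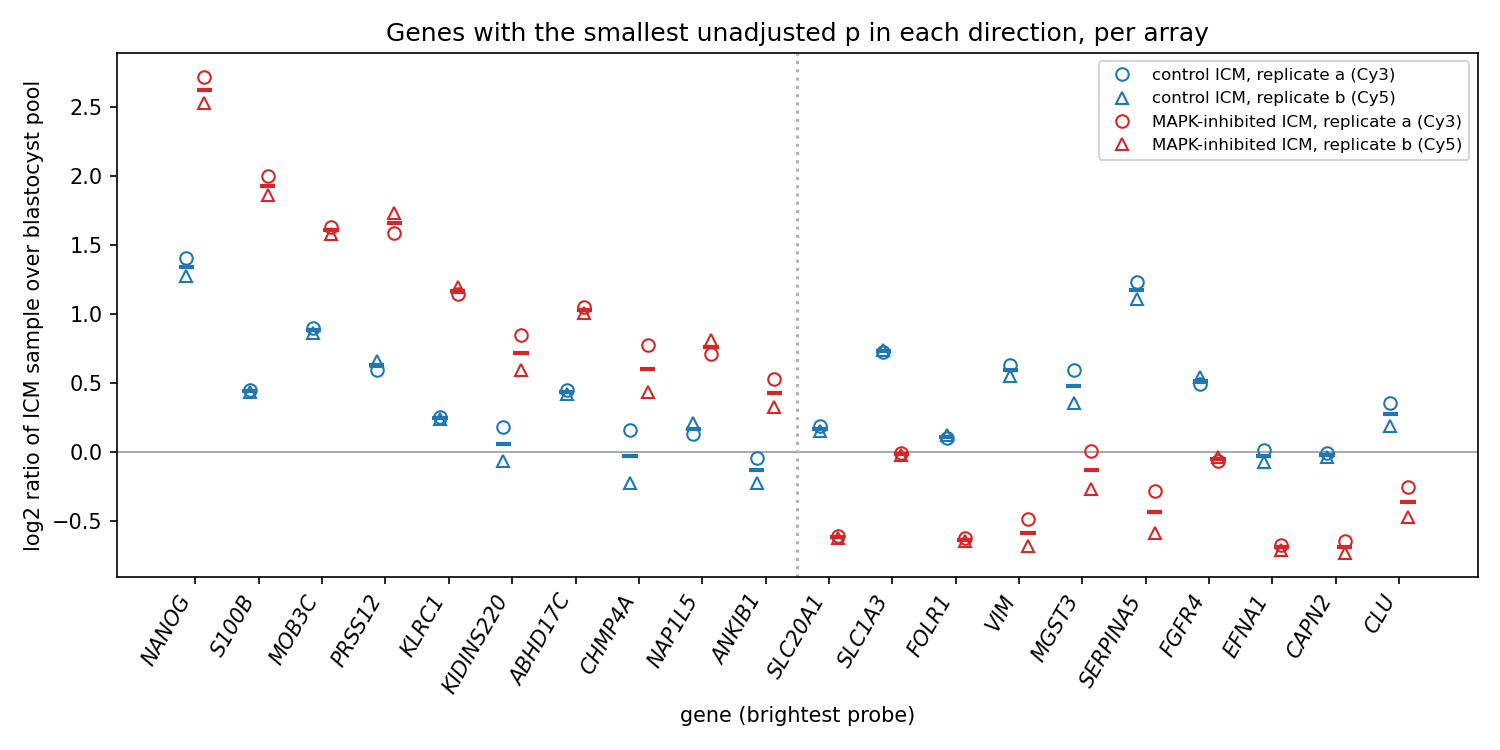
Log2 ratio of the ICM sample over the blastocyst pool for the 10 genes with the smallest unadjusted p in each direction. Symbols are single arrays and short bars are means of 2 arrays. *NANOG* had the highest mean among them after MAPK inhibition, at 2.62.

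The remaining genes with positive differences were *KLRC1* (0.92), *MOB3C* (0.72), *KIDINS220* (0.66), *CHMP4A* (0.63), *NAP1L5* (0.59), *ABHD17C* (0.59) and *ANKIB1* (0.56). Those with negative differences were the phosphate transporter gene *SLC20A1* (-0.78), the folate receptor gene *FOLR1* (-0.75), the glutamate transporter gene *SLC1A3* (-0.75), the calpain gene *CAPN2* (-0.67), the ephrin gene *EFNA1* (-0.66), the clusterin gene *CLU* (-0.64), *MGST3* (-0.61) and the FGF receptor gene *FGFR4* (-0.57). For some genes the brightest probe and the next agreed, as for *VIM* (-1.17 and -1.20), *PRSS12* (1.03 and 0.99), *SLC1A3* (-0.75 and -0.89) and *CLU* (-0.64 and -0.76). Dimmer probes of a gene often disagreed with the brightest. The 3 probes of *NANOG* ranged from 0.03 to 1.28, the 3 of *S100B* from -0.14 to 1.49 and the 5 of *VIM* from -1.20 to 0.05, with the brightest probe used for each gene. The dimmer *NANOG* probes had mean log2 intensities of 8.86 and 8.58, against 12.95 for the brightest. The *VIM* probe at 0.05 had 8.72, against 10.05 for the brightest. Probes so near the background say little about the gene. The dimmer *S100B* probes had mean log2 intensities of 9.06 and 9.03, close to the 9.14 of the *FGFR4* probe used here, so dimness does not settle their disagreement. Of the 20 genes, 10 had a spot of uneven pixel intensity on at least 1 array, among them *NANOG* and *S100B*.

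In the limma fit with a dye term, 0 of 43653 probes and 0 of 12545 genes had an adjusted p under 0.05, with a smallest adjusted p of 0.443. An unadjusted p under 0.05 was found for 3794 probes, of which 1641 were higher and 2153 lower in MAPK-inhibited ICM. Among genes, 762 were higher and 833 lower at that level. The fit without background correction called 15 genes, the fit on the authors' processed values 120 and the F test with shuffled residuals 279. On simulated arrays with the spread of these, the limma fit recovered 0 of 66 probes changed 4-fold, so the count of 0 does not show that expression was the same. The limma fit without a dye term recovered 50 of these 66 and also called 0 probes on the real arrays. This does not show that large changes were absent. The simulated shifts were a full 4-fold on the normalized scale and without a local fault. On that scale the differences of many dim genes are smaller than without background correction.

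The genes of the MAPK pathway itself formed the first list of known genes. Of 12 measured feedback regulators of ERK, the kinase downstream of MEK, 11 had a negative difference, with a median log2 difference of -0.05, and the list shifted downward in camera with a preset correlation (adjusted p = 0.0172). With an estimated correlation the adjusted p was 0.862, in a test with 1 degree of freedom that could hardly call any list. The estimate was 0.030, above the preset 0.01. The median was -0.25 without background correction and -0.25 with the authors' processed values, and it ranged from -0.02 to -0.08 with 1 array left out. Adjusted over the list alone, 1 member passed, *SPRED1*, and 0 passed over all probes. *SPRED1* had a log2 difference of -0.44 (SE 0.024), *SPRY2* one of -0.67 (SE 0.11), *ERRFI1* one of -0.30 (SE 0.061) and the ERK phosphatase gene *DUSP4* one of -0.22 (SE 0.028). *SPRY4* (0.03), *SPRED2* (-0.04) and *DUSP6* (-0.05) lay close to 0, although a dimmer probe of *DUSP6* stood at -0.75. The probes of *SPRY4* and *SPRED2* lay near the background (mean log2 intensity 8.44 and 8.63), so their values do not show unchanged expression. The *DUSP4* probe (8.58) lay near the background too, so the size of its difference is uncertain. The list held 4 genes that the study had called on these arrays. The 23 measured transcription factors induced by ERK did not pass (adjusted p = 0.280), and 15 of them had negative differences, among them *KLF6* (-0.34), *FOS* (-0.28), *ATF3* (-0.23) and *JUN* (-0.12). The brightest probe of *EGR1* gave -0.11 and another probe of it -1.16, while *ETV4* stood at 0.00. Of 29 FGF and receptor tyrosine kinase components, 17 had negative differences (adjusted p = 0.686). Adjusted over the list alone, 2 of them passed, *FGFR4* and the receptor gene *KIT* (-0.78).

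Hypoblast genes, which mark the cells that line the ICM and form the yolk sac, shifted downward as a list (adjusted p = 0.0231 with a preset correlation, adjusted p = 0.862 with an estimated correlation). The second test had 1 degree of freedom, and its estimated correlation (-0.016) lay under the preset 0.01. Of 38 measured genes, 27 had a negative difference, and 0 passed either adjustment. The study had called 3 of these genes on the same arrays. The median log2 difference was -0.03, and -0.10 without background correction, and it ranged from -0.029 to -0.058 with 1 array left out. *NID1*, a basement membrane gene, had a log2 difference of -1.05 (SE 0.11), *FST* (follistatin) one of -0.79 (SE 0.11), *GATA6* one of -0.52 (SE 0.085) and the laminin gene *LAMB1* one of -0.48 (SE 0.064), which ranged from -0.75 to -0.22 with 1 array left out. *SPARC*, another matrix gene of this list, stood at 0.92 (SE 0.067), and *HNF4A* at 0.01. The *HNF4A* probe lay near the background (mean log2 intensity 8.51), so its value does not show unchanged expression. The *FST* probe was dim as well (8.89), so the size of its difference is uncertain. The 25 pluripotency and epiblast genes did not shift (adjusted p = 0.785), with 11 positive and 14 negative differences. *NANOG* was the 1 member that passed when adjusted over the list alone. *KLF4* had a log2 difference of -0.39 (SE 0.050), *ID2* one of -0.42, *SOX2* one of 0.24 (SE 0.079), *ZIC2* one of -0.44 (SE 0.19), *ID3* one of -0.33 and *TBX3* one of -0.14. With 1 array left out, *SOX2* ranged from 0.048 to 0.43, *ZIC2* from -0.71 to -0.17 and *ID2* from -0.67 to -0.16, and *SOX2* stood at -4.8e-05 under median centring. *PRDM14* (-0.01), *STAT3* (0.01) and *ID1* (-0.01) lay close to 0. *ZIC2* and *JAM2* were above background on 1 of 2 MAPK-inhibited arrays, and each had a spot of uneven pixel intensity on MAPK-inhibited replicate a.

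**Figure D2:**
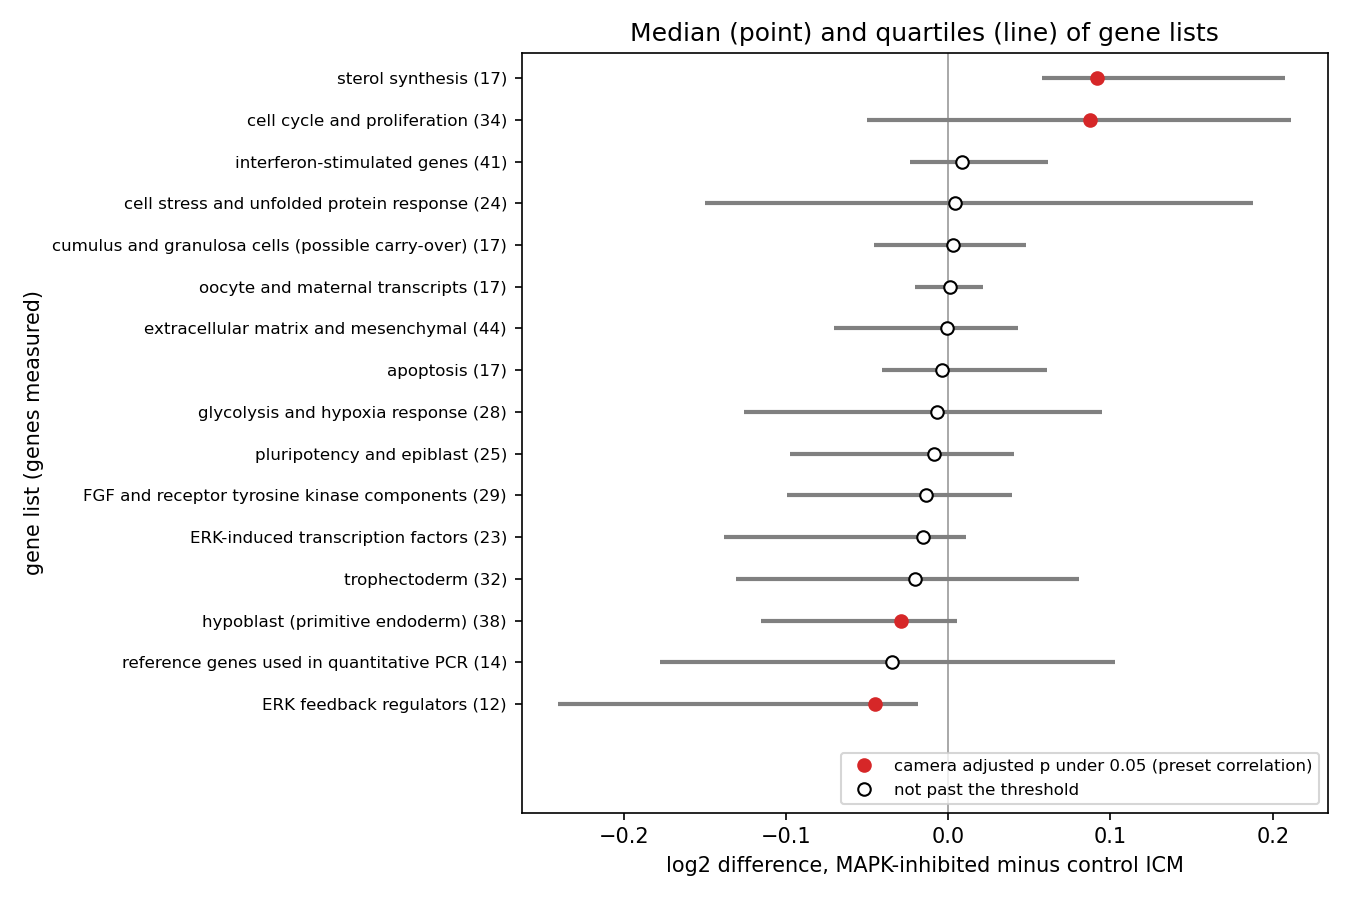
Log2 difference of MAPK-inhibited minus control ICM over the genes of each list, as the median (points) and the quartiles (lines), with the number of genes measured in parentheses. Filled points mark the 4 lists past the threshold in camera with a preset correlation.

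Genes of sterol synthesis shifted upward as a list (adjusted p = 0.0231 with a preset correlation, adjusted p = 0.862 with an estimated correlation), and this direction was reversed under median centring. Of 17 measured genes, 14 had a positive difference, such as *EBP* (0.67), *SQLE* (0.17), *ACAT2* (0.15) and *SC5D* (0.09), and 0 passed either adjustment. Genes of the cell cycle also shifted upward (adjusted p = 0.0454 with a preset correlation, adjusted p = 0.862 with an estimated correlation), and again the direction was reversed under median centring. The estimated correlation of this list was 0.098, above the preset 0.01. Of 34 measured genes, 21 had a positive difference, and 4 passed when adjusted over the list alone, namely *MCM3* (0.47), *RRM1* (0.32), *RRM2* (0.25) and *CDKN1C* (0.31), the last of which encodes an inhibitor of the cell cycle. With 1 array left out, *RRM1* ranged from 0.039 to 0.60 and *RRM2* from 0.13 to 0.38, and *RRM2* stood at -0.028 under median centring and *MCM3* at -0.033 as the mean of its probes. Without replicate a of MAPK-inhibited ICM 0 of 18 lists passed, without replicate b of control ICM only hypoblast genes, and without replicate b of MAPK-inhibited ICM only ERK feedback regulators and sterol synthesis. No list passed over probes with uniform spots alone, a setting chosen after the data had been seen. That setting held 6972 of the 12545 genes, so the loss of calls does not show that uneven spots made the shifts.

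Among 44 measured genes of the extracellular matrix and mesenchymal cells the differences were evenly split (22 positive, 22 negative, adjusted p = 0.785). Adjusted over the list alone, 3 members passed with a positive and 2 with a negative difference, namely *COL12A1* (0.66), *SPARC* and *CCN1* (0.32), and *VIM* and *MYL9* (-0.51). *MYL9* was named after its value had been seen, and another probe of it stood at 1.58. The study had called 7 of the list's genes on these arrays. The 32 TE genes had 14 positive and 18 negative differences (adjusted p = 0.800), with *TFAP2A* at 0.41, *PAG8* at 0.23, *PAG2* at -0.19 and *KRT7* at -0.14. The 41 interferon-stimulated genes had 23 positive differences (adjusted p = 0.686), with *IRF1* at 0.33, *PARP9* at 0.34, *HERC5* at 0.27 and *USP18* at -0.39. The *IRF1* probe was dim (mean log2 intensity 8.81). The 24 cell stress genes had 12 positive and 12 negative differences (adjusted p = 0.850). Those with the smallest p were *HSP90B1* (-0.49), *DNAJB9* (-0.43), *ASNS* (-0.40) and *TXNRD1* (-0.37). Genes of glycolysis and the hypoxia response (adjusted p = 0.841) included *FBP1* (0.91), *BNIP3* (-0.41), *VEGFA* (0.20) and *EGLN3* (-0.14). Apoptosis genes (adjusted p = 0.868) included *BCL2L1* (0.31), *BIRC3* (-0.21), *BAK1* (0.09) and *BCL2L11* (0.08). Of genes that mark cells carried over from the ovary, cumulus and granulosa genes (adjusted p = 0.753) included *TNFAIP6* (0.28) and *STAR* (0.15), and oocyte genes (adjusted p = 0.899) included *TLE6* (-0.12) and *FIGLA* (-0.12). Each of these lists had 9 positive and 8 negative differences. The reference genes of quantitative PCR did not pass either (adjusted p = 0.785). *RPL15* stood at -0.04 (SE 0.12), *YWHAZ* at -0.14 (SE 0.042), *B2M* at 0.28, *HPRT1* at -0.31 and *PPIA* at -0.16. The genes the study had listed as higher in ICM (adjusted p = 0.785) or in TE (adjusted p = 0.686) did not shift as lists. Of the ICM genes, however, 28 passed with a positive and 26 with a negative difference when adjusted over the list alone. The list was chosen on other arrays, and 28 of its genes were also called by the study on these arrays. For apoptosis, cell stress, glycolysis and oocyte genes the median, the mean and the test did not all have the same sign.

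For several dim genes the log2 difference depended on the treatment of the background. Without background correction, 28 of 96 named genes had a difference more than 1.5 times larger and 4 one as much smaller, while 3 took the opposite sign. *SERPINA5* stood at -1.61 here and at -2.70 without background correction, *FST* at -0.79 and -1.71, *DUSP4* at -0.22 and -0.94, *CD8B* at -0.24 and -1.02, *JAM2* at -0.55 and -1.12 and *ZIC2* at -0.44 and -1.29. Among positive differences, *KLRC1* stood at 0.92 and 1.61, *FBP1* at 0.91 and 1.98, *IRF1* at 0.33 and 0.88 and *TNFAIP6* at 0.28 and 0.88. In the other direction, *ID3* stood at -0.33 here and at -0.19 without background correction, and *CHMP4A* at 0.63 and 0.48. *NANOG*, a bright gene, stood at 1.28 and 1.37. With 1 array left out, 48 of 96 named genes stayed within 1.5 times the reported difference, 36 went beyond it with the same sign and 12 took both signs. The 12 included *STAR* (-0.50 to 0.80), *SQLE* (-0.018 to 0.36), *CCN1* (-0.0019 to 0.65), *JUN* (-0.25 to 0.013), *EGR1* (-0.24 to 0.024) and *RPL15* (-0.33 to 0.24), besides *SPRY4*, *ETV4*, *PRDM14*, *STAT3* and *ID1*, which lay close to 0.

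**Figure D3:**
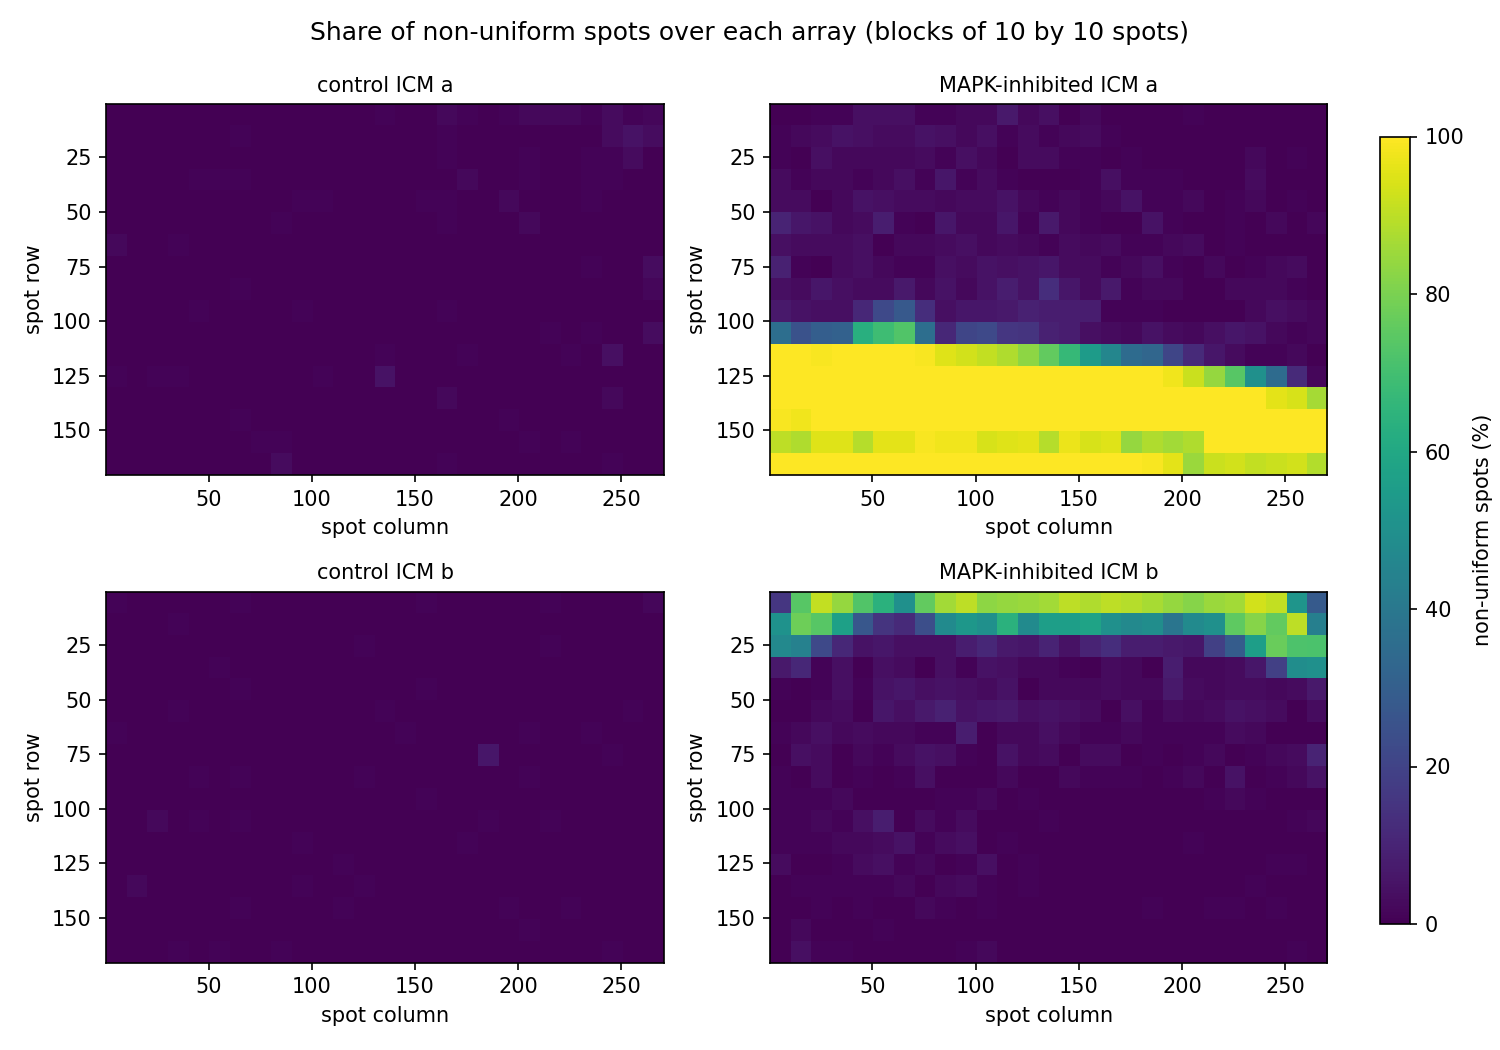
Share of non-uniform spots, in percent, in blocks of 10 by 10 spots over the 4 arrays, by spot row and spot column. A spot is non-uniform where the SD of its pixels exceeded 0.5 of their mean in either channel. The share over all probes was 34.2% and 10.3% on the MAPK-inhibited arrays and 0.220% and 0.101% on the control arrays.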

Values the study reported

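The study reported 94 genes as differentially regulated between MAPK-inhibited and control ICM at 2-fold or more, of which 44 were up-regulated and 50 down-regulated. It gave fold changes of 2.575 for *NANOG*, 3.516 for *S100B*, −2.827 for *VIM*, −7.057 for *SERPINA5*, −6.320 for *DUSP4*, −2.065 for *SPRY4* and 3.305 for *MYL9*. For *PRDM14* it stated a 1.07-fold difference with p = 0.87.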

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

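The tests of uneven spots and the count of ICM genes in each direction were chosen after the result had been seen, and the test of list shifts for trophectoderm carry-over before. The share of probes with a non-uniform spot, taken from pixel SDs, which entered only settings added after the data had been seen, was 34.2% on MAPK-inhibited replicate a and 10.3% on MAPK-inhibited replicate b, above the 0.220% and 0.101% of the control arrays. On replicate a the spots lay in the bottom rows, with 92.3% in the most affected rows and 5.11% elsewhere. On replicate b they lay in the top rows, with 29.2% against 0.923%. The share in the worst rows was thus 18.1 and 31.6 times that in the other rows, in line with a local fault of the image or of the spot grid. Evenly dimmer hybridisation of the whole array is argued against, since 33.4% of the brighter probes were non-uniform on replicate a and at most 0.128% on the control arrays. Brightness was the mean over all arrays, so a local loss of hybridisation in the affected rows could not be told apart from a fault of the image or grid. In rows 151 to 160 the log2 intensities of MAPK-inhibited a and control a correlated with r = 0.599 across probes, against 0.992 between the control arrays. No biological explanation was tested, and the bands of uneven spots are present only in arrays of 1 group.

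For the leading differences between MAPK-inhibited and control ICM, such spots and unequal carry-over of trophectoderm cells in the dissected ICMs were weighed. Of the 20 leading genes, 50% had a non-uniform spot, against 44.4% of all genes, which left open whether these spots contributed. Of the 20 leading genes, 10 had uniform spots on all arrays, so no uneven spot of their own was involved in these. Uneven spots as the whole cause could not be decided by this count. None of the 20 passed the threshold, the share was near that over all genes, and uneven spots also entered the normalization of each array. Carry-over as the whole cause would move the study's ICM genes 1 way, whereas of those past the threshold adjusted over the list alone 28 were higher and 26 lower. MAPK inhibition itself remains among the open explanations of the array values. The study had other evidence, which was not analysed here. It reported that quantitative PCR bore out array differences such as that of *NANOG*. For *GATA6* it reported a significant decrease of less than 2-fold on the arrays that was not significant by quantitative PCR. By immunostaining it found a larger share of NANOG-positive ICM cells after MAPK inhibition. Its staining for CDX2 showed that some TE cells stayed on isolated ICMs.

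For genes that separate ICM from trophectoderm, a smaller inequality of carry-over stays open. The mean log2 difference was 0.0236 over the study's TE genes and -0.00627 over its ICM genes, and neither list passed. Against the pool, the median log2 ratio of the ICM genes was 0.332 in control and 0.184 in MAPK-inhibited ICM and that of the TE genes -0.297 and -0.165, both nearer to the pool, the direction that more TE cells would give. Under median centring the TE genes lay farther from the pool after MAPK inhibition (-0.371 with an SD of 0.303, n = 2, against -0.269). The TE values of control and MAPK-inhibited ICM were -0.330 and -0.177 without background correction and -0.324 and -0.178 with the authors' table. With the background median they were -0.311 and -0.171, so these settings gave values nearer to the pool after MAPK inhibition. The ICM values were 0.532 and 0.426 without background correction, 0.528 and 0.437 with the authors' table and 0.482 and 0.330 with the background median, again lower after MAPK inhibition. Under median centring the ICM values were 0.336 in control and 0.120 (SD 0.105, n = 2) in MAPK-inhibited ICM, also lower. These ratios were not tested, so the explanation could not be decided.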

How the results depend on the processing

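The background median, uniform spots alone, uniform spots with no background correction and the authors' table with the F test were chosen after the data had been seen. No probe or gene passed with background subtraction, median centring, Aquantile scaling (which leaves every log ratio as it is), the filter on dim probes, no dye term (no replicate block), an intensity trend with or without robust eBayes, the background median, uniform spots alone or any array left out, and no gene with the mean of all probes. Without the replicate block, 0 probes and 0 genes passed and 3 lists did. Calls appeared without background correction (43 probes, 15 genes), with the F test (657 probes, 279 genes), with the authors' table (319 probes, 120 genes), with that table and the F test (492 probes, 174 genes) and with uniform spots and no background correction (1043 probes, 392 genes). All 15 genes called without background correction were also called with the authors' table. The cause of these changes was not tested. Each array left out was fitted without the dye term, which leaves the dye effect in the difference, and the lone array of a group was assumed to vary like the other.

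The number of lists past the threshold, 4 as reported, was 2 with background subtraction, 2 with the authors' table, 2 with the mean of all probes, 2 with uniform spots and no background correction, 0 with uniform spots alone, 0 with median centring, 0 with an estimated correlation and 0 with fry. The test with an estimated correlation had 1 degree of freedom, so its count of 0 says little. With each array left out it ranged from 0 (without MAPK-inhibited replicate a) to 4, with 1 without control replicate b and 2 without MAPK-inhibited replicate b. Arrays left out, estimated correlation and fry aside, 14 other settings were run. Over these, ERK feedback regulators and hypoblast genes each passed in 12, sterol synthesis in 7 and cell cycle in 4. The counts include Aquantile scaling, which leaves every log ratio as it is, so its passes only repeat the reported result. They also include the filter on dim probes, which kept 12518 of 12545 genes and could hardly differ. All 4 lists passed with each, and those passes add little to the counts. Under median centring the median log2 difference reversed to -0.094 for sterol synthesis and to -0.096 for cell cycle genes. In that setting the median over the brightest 25% of genes moved from 0.00 to -0.24. Of 1718 values of 96 named genes, 0 passed in the opposite direction, 123 passed in the same direction and 49 had the opposite sign without passing. The median log2 ratio of the study's ICM genes to the pool in control ICM was 0.53 without background correction, 0.53 with the authors' table and 0.48 with the background median. Spots near the background limit the values of dim genes.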

Other observations

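The families of genes in this part were grouped by the start of their symbols after the data had been seen. Of 44 such families with at least 8 measured genes, 3 passed in camera with a preset correlation, without a test of an estimated correlation. Genes with symbols in *NDUF*, most of them for parts of respiratory complex I, had a median log2 difference of 0.10, with 28 positive and 12 negative differences (adjusted p = 0.0364). Genes with symbols in *ATP5*, of ATP synthase and its inhibitor, had one of 0.12, with 14 positive and 4 negative (adjusted p = 0.0364). Genes with symbols in *RPS* had one of -0.07, with 26 of 34 negative (adjusted p = 0.0381). Besides genes of ribosomal proteins, 9 of the 34 were of the S6 kinase group (symbols in *RPS6K*), and 4 of the 40 *NDUF* genes were of assembly factors. Without these the medians were -0.12 (25 genes, 20 negative, camera unadjusted p = 0.000676) and 0.11 (36 genes, 25 positive, camera unadjusted p = 0.000667). Under median centring the *NDUF* and *ATP5* medians turned to -0.09 and -0.12, and the *RPS* median was -0.31. With the authors' table they were 0.15, 0.17 and -0.03.

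Of the genes the study had called on these arrays, 63 were measured by name, and 42 of them had an unadjusted limma p under 0.05, or 66.7% against 12.7% of all genes. This overlap comes from the same arrays and is not independent evidence.

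At 2-fold or more and an adjusted p under 0.05, the F test on the authors' table called 38 named genes here. That is lower than the number quoted from the study above. The sets are unlike, since only 63 of the genes the study listed were measured by name here and each gene had 1 probe, and the same setting called 109 probes. *SERPINA5* had 0.329 times the control level here. That is a smaller decrease than the one quoted from the study above. With the authors' table it had 0.143 times the control level. *DUSP4* had 0.857 times the control level here. That is a smaller decrease than the one quoted from the study above. *SPRY4* had 1.02 times the control level here. That is higher than the level quoted from the study above. With the authors' table *DUSP4* had 0.519 and *SPRY4* 1.02 times the control level. *MYL9* had 0.701 times the control level here. That is lower than the level quoted from the study above. Another of its 5 probes had a log2 difference of 1.58. The study took the most 3′ probe of a gene and the brightest was taken here, so the values of *DUSP4*, *SPRY4* and *MYL9* need not come from the probes the study used. The other named probes of *DUSP4* and *SPRY4* stood at 0.014 and -0.021, and *SERPINA5* had 1 named probe. The brightest probes of *DUSP4* and *SPRY4* lay near the background, with mean log2 intensities of 8.58 and 8.44.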
